A study of Mus musculus with 6 samples. Its data were reported in "SIRT7 links H3K36ac epigenetic regulation with genome maintenance in the mouse testis" (2026).

How the data were processed

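Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase cuts open chromatin and inserts sequencing adapters, so that accessible sites gather fragments. The samples were labelled as spermatogonia, the mitotic germ cells of the testis, from mice at postnatal day 5. Per the study they were enriched by a plating step that depletes somatic cells, and most of the cells carried the spermatogonia marker PLZF. The legend of the figure for this marker names WT cells only. The share of other testis cells in each library was not measured here. Per the labels, 3 libraries came from mice lacking the deacetylase SIRT7 (S7KO) and 3 from wild-type mice (WT). Libraries are named by genotype and by the replicate number of their titles, which were 1, 2 and 4 in each genotype. A second label gave other numbers for some of the libraries (2, 3 and 4 in each genotype, in the same order), so the numbers serve as names here, and either set joins the same S7KO and WT libraries.

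The authors trimmed the reads, aligned them to mm10 with Bowtie2, kept uniquely mapped reads without duplicates above a mapping quality limit, removed mitochondrial reads, shifted the ends for the Tn5 cut, kept fragments within a stated length range and called broad peaks with MACS2. The deposited files held 1 peak list per library. The study's text also speaks of peaks called on merged nucleosome-free profiles, whereas the length range in its methods begins above nucleosome-free length. Which fragments entered the deposited calls could not be settled from the lists. Each list gave, as the authors' peak caller wrote them, a display score, a fold enrichment (the ratio of the fragment pileup to the local background) and the −log10 of the p-value and of the q-value of each peak. The largest q-value in any deposited list was 0.0983. These values per peak are the authors' own. They were used to describe, rank or filter peaks within 1 list and were not compared between libraries as a measure of accessibility. Reads, coverage tracks and a count of fragments per peak were not used here, so the differential test that the authors ran with DiffBind was not repeated, and neither was the comparison with H3K36ac.

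The coordinates followed mm10 (GRCm38). The largest chromosome 1 coordinate in the lists was 195242313, which lies beyond the 195154279 bp of chromosome 1 in GRCm39. The GRCm39 sequence and gene coordinates were therefore not used. Gene positions came from a RefSeq gene table of GRCm38.p6, which holds gene starts and ends but no strand and no exons. The strand was taken from the GENCODE gene with the same symbol on the same chromosome, which gave a 5′ end to 28055 of 34614 protein-coding and lncRNA genes (81.1%) and to 19808 of 21887 protein-coding genes (90.5%). As a check of the 5′ ends, 74.2% of those of protein-coding genes had a peak within 1 kb in S7KO replicate 1, against 26.0% of the 3′ ends. A peak was placed in a promoter when it lay within 3 kb of a 5′ end, in a gene body when it overlapped a gene otherwise, and in distal intergenic sequence in all other cases, including sequence just downstream of a gene. Introns, exons and untranslated regions were not separated, so the planned share of peaks in introns was replaced by the share in gene bodies.

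Peaks on chromosomes 1 to 19, X and Y entered the comparisons. Peaks of the 6 libraries were merged into regions where they overlapped or touched, and a library was taken to have a region when at least 1 bp of any of its peaks lay in it. Regions called in all 3 libraries of a genotype and in none of the other genotype are called genotype-specific. A 3 of 3 against 0 of 3 pattern cannot pass a test region by region, so these regions were counted, and the count was set beside that for each of the 20 sets of 3 libraries and the 10 splits of the 6 libraries. Similarity of peak sets was the base-pair Jaccard index, the length covered in both libraries over the length covered in either. A genotype's consensus held the regions called in at least 2 of its 3 libraries. Values per library were compared by an exact two-sided permutation test over the 20 assignments of 3 and 3 libraries, whose smallest possible p is 0.1, with Benjamini-Hochberg adjustment over the 8 measures. Shares were given 95% Wilson intervals, which cover counting error only. Promoter shares of genotype-specific regions were tested by a two-sided Fisher's exact test against the other regions called in exactly 3 libraries. Regions are not independent replicates, so that test compares these libraries.

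Sequencing depth is not stated in the lists. A relative depth was recovered from the deposited values. The recovery assumed values of a single position. There the fold enrichment is (pileup + 1)/(background + 1), and the p-value is the Poisson upper tail of the pileup given the background. The values of a broad peak describe a whole region, so the solution is approximate. Fold enrichment and p-value were solved together for peaks narrower than 300 bp. The 1st percentile of the solved values was taken as the genome-wide background coverage of the library. Between 69.8% and 73.8% of the solved peaks lay below or within 10% above that edge. Without the pseudocount of 1 in the fold formula the estimates became 4.80 to 7.93 in place of 2.92 to 6.03, so the absolute level rests on the assumed formula. The order of the libraries was the same. This estimate comes from the same files as the peak number, although from other columns.

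The text names the targeted gene Sirt7 and, in each direction, the 5 genotype-specific regions with the best value of the worst within-list percentile rank of −log10 q over their 3 libraries, with the nearest gene. This rule, the groups, the tests between genotypes, the marker gene lists and most alternatives were fixed before the data were examined. The estimate of background coverage and the correlations with it were chosen after seeing the data. The marker lists were spermatogonia, Sertoli, interstitial and peritubular, endothelial and blood, other organs, and housekeeping genes. Alternatives were peaks with −log10 q of at least 2, an equal number of top peaks in every library, autosomes only, peaks covering at least 50% of a region, merging across gaps of up to 500 bp, base pairs in place of regions, a promoter window of 1 kb, other definitions of the consensus, a replicate block and leaving out each library in turn. Using replicates 1 and 4 only, asking for −log10 q of at least 3 in the libraries that have a region, and using either gene end for promoters were added after seeing the data.

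The code for regions, Jaccard index, permutation and background coverage was tested on simulated data. Of 200 simulated S7KO-only regions and 100 WT-only regions among 20000 sites, 100% were found, and 3 simulated background levels were recovered from peaks drawn without noise. Those peaks were drawn by the same formulas that were then solved, so their recovery tests the code and not the formulas. The work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.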

Results

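ATAC-seq peak lists of 6 libraries of Pnd 5 samples enriched in spermatogonia were compared, 3 from S7KO mice and 3 from WT mice. The design held a single contrast, which asked whether loss of SIRT7, a deacetylase of lysine 36 of histone H3, altered which chromatin was accessible. Between 105754 and 133695 peaks were listed per library. Sequencing depth was not given, and the background coverage recovered from the lists served as its relative estimate. It was 4.72 in S7KO replicate 1, 5.15 in S7KO replicate 2 and 6.03 in S7KO replicate 4. In WT it was 4.74 in replicate 1, 2.92 in replicate 2 and 6.001 in replicate 4. Replicates 1 and 4 were thus close in depth between genotypes, and WT replicate 2 was the shallowest library.

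The targeted gene was examined first. Sirt7 lies on the minus strand of chromosome 11 at 120618371 to 120625014 (GRCm38). A peak covered its promoter in all 6 libraries. Within its own list this peak ranked, by −log10 q, in the top 17.8% in S7KO replicate 1, 8.07% in S7KO replicate 2 and 7.75% in S7KO replicate 4. The WT ranks were 12.4%, 12.5% and 5.63% in replicates 1, 2 and 4. A second peak overlapped the 3′ end of the gene in all 6 libraries. Its merged region ran from 120617057 to 120618558, so most of it lay beyond the gene, and it need not belong to Sirt7. This second peak ranked at 16.7%, 14.2% and 16.1% in S7KO replicates 1, 2 and 4. In the WT replicates it ranked at 8.45%, 12.7% and 7.82%, so it ranked lower in its list in every S7KO library than in any WT library. A full separation of 3 from 3 libraries has an exact two-sided permutation p of 0.1, and a rank within a list is no measure of accessibility between libraries. The presence of peaks at the gene did not differ between genotypes and gave no check of the labels. A region of chromosome 11 from 120612657 to 120613000, which lies 5371 bp beyond the 3′ end of Sirt7, was called in all 3 S7KO libraries and in no WT library. The gene nearest to this region was Pcyt2, not Sirt7. The peak in the region ranked at 86.5% of the list in S7KO replicate 1, 60.3% in S7KO replicate 2 and 39.1% in S7KO replicate 4. This region fell outside the naming rule and was singled out for its position after its calls were seen.

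**Figure D1:**
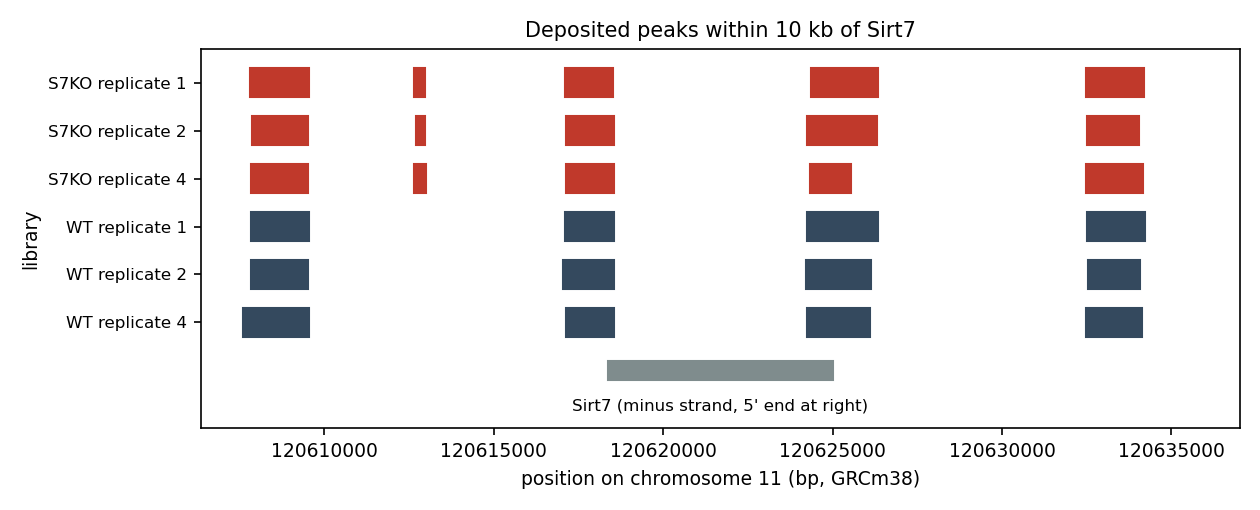
Deposited peaks within 10 kb of Sirt7 on chromosome 11 (x axis, position in bp, GRCm38) in each of the 6 libraries (rows), with S7KO peaks in red, WT peaks in dark blue and the gene as a grey bar. Peaks at both ends of the gene were called in all 6 libraries, and the region from 120612657 to 120613000 was called in S7KO libraries only.

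To ask whether the extent of accessible chromatin differed between genotypes, peak number, covered length and peak width were compared. On chromosomes 1 to 19, X and Y, S7KO libraries had 127023 ± 6808 peaks and WT libraries 119424 ± 13975 (SD, n = 3 each, exact permutation test, p = 0.5). The difference of 7599 peaks was smaller than the spread among WT libraries. It was 751 peaks without WT replicate 2 and 14719 peaks without WT replicate 4. In replicates 1 and 4 only, a selection made after seeing the data, it was 270.5 peaks, the farthest from the reported value among the alternatives run. Peaks covered 105 ± 3.93 Mb in S7KO and 96.4 ± 13.3 Mb in WT (SD, n = 3 each, exact permutation test, p = 0.5). Mean peak width ranged from 771 bp in WT replicate 2 to 846 bp in WT replicate 1. The median width was 655 ± 13.9 bp in S7KO and 645 ± 33.9 bp in WT (SD, n = 3 each, exact permutation test, p = 0.6). The differences in peak number and covered length were larger than the SD of the S7KO libraries and smaller than that of the WT libraries, and the difference in median width was smaller than both. The WT spread included the shallow replicate 2. Peak number, covered length and median width overlapped between genotypes, and 3 against 3 libraries cannot give a p below 0.1.

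Peak number and 3 other measures were then set against background coverage over the 6 libraries, a comparison chosen after the peak numbers and coverages were seen. Pearson's r was 0.984 (exact permutation p = 0.00556, adjusted p = 0.0222) and Spearman's rho was 0.886 (exact permutation p = 0.0333, adjusted p = 0.0667). Without S7KO replicate 4 and WT replicate 2, the libraries farthest from the median coverage, r was 0.958 over the remaining 4. Replicate 1 had 119786 peaks in S7KO and 118881 in WT, and replicate 4 had 133299 and 133663, so libraries of near-equal coverage had near-equal peak numbers in both genotypes. The promoter share of peaks fell with coverage, with r of -0.987 (exact permutation p = 0.00417, adjusted p = 0.0222), rho of -0.943 (exact permutation p = 0.0167, adjusted p = 0.0444) and r of -0.944 without the same libraries. The distal intergenic share had r of 0.651 (exact permutation p = 0.178, adjusted p = 0.284) and rho of 0.314 (exact permutation p = 0.564, adjusted p = 0.644), and median width r of 0.309 (exact permutation p = 0.558, adjusted p = 0.644) and rho of -0.0286 (exact permutation p = 1, adjusted p = 1). Both turned to negative r without those libraries, -0.905 and -0.937, so no relation held for them. Adjustment covered the 8 tests of these 4 measures.

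**Figure D2:**
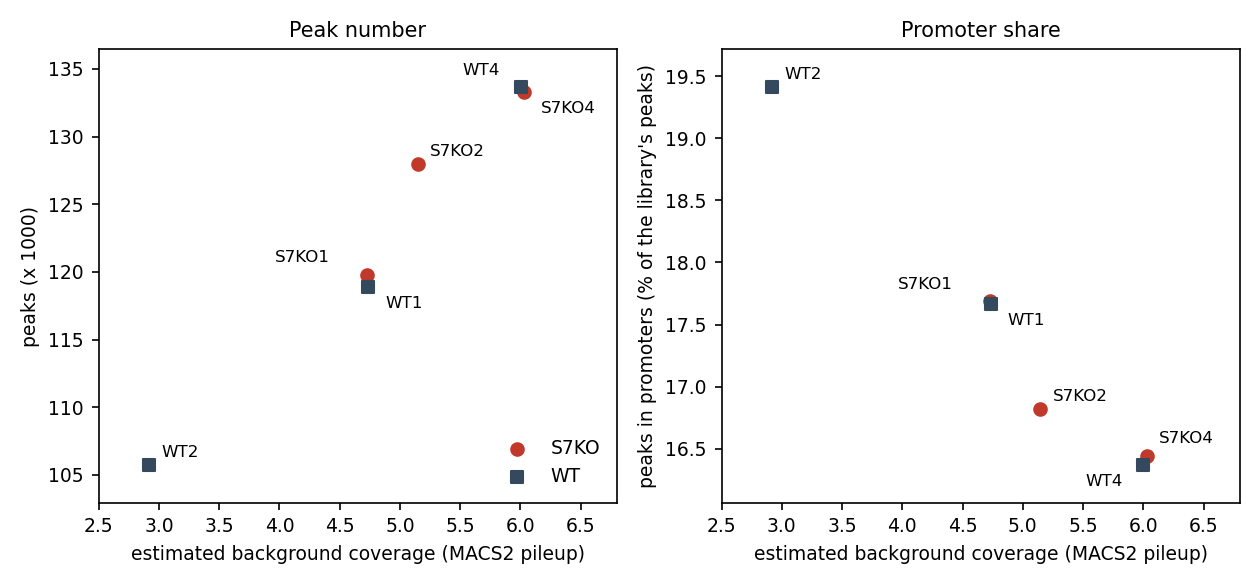
Peak number (left, in units of 1000 peaks) and share of peaks in promoters in percent (right) against the estimated background coverage of each library, with S7KO as red circles and WT as dark blue squares. WT replicate 2, at a coverage of 2.92, had the fewest peaks and the highest promoter share, and the S7KO and WT libraries of replicates 1 and 4 lay close together.

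The genomic distribution of accessible regions was compared next. The promoter share was 17.0 ± 0.638% in S7KO and 17.8 ± 1.53% in WT (SD, n = 3 each, exact permutation test, p = 0.7). It was highest in WT replicate 2, at 19.4% (95% Wilson interval 19.2 to 19.7%), and lowest in WT replicate 4, at 16.4% (16.2 to 16.6%). With an equal number of peaks in every library the difference between genotypes was -0.0760 percentage points. Gene bodies outside promoters held 47.4 ± 0.685% of peaks in S7KO and 47.0 ± 1.21% in WT (SD, n = 3 each, exact permutation test, p = 0.8), and this difference changed sign without WT replicate 2, to -0.0175 percentage points. Distal intergenic sequence held 35.7 ± 0.167% in S7KO and 35.2 ± 0.784% in WT (SD, n = 3 each, exact permutation test, p = 0.5). The X chromosome held 1.97 ± 0.0290% of S7KO peaks and 1.92 ± 0.0947% of WT peaks (SD, n = 3 each, exact permutation test, p = 0.5), a difference that became -0.00365 percentage points without WT replicate 2. Of 19808 protein-coding genes with a known 5′ end, 15948 ± 70.7 had a promoter peak in S7KO and 15852 ± 180 in WT (SD, n = 3 each, exact permutation test, p = 0.6). This difference of 95.7 genes was 4 genes without WT replicate 2. All 8 measures had an adjusted p of 0.8.

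The S7KO consensus held 123396 regions and the WT consensus 114963, of which 109949 were shared. Promoters made up 17.3% of the S7KO consensus (95% Wilson interval 17.1 to 17.5%), gene bodies 47.2% (46.9 to 47.5%) and distal intergenic sequence 35.5% (35.2 to 35.8%). In the WT consensus the shares were 18.1% (17.9 to 18.3%), 46.8% (46.5 to 47.1%) and 35.1% (34.8 to 35.3%). No test was made between these overlapping sets.

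To ask whether libraries of the same genotype shared more accessible sequence than libraries of different genotype, the base-pair Jaccard index was computed for all 15 pairs. Its mean was 0.713 over the 6 pairs of the same genotype and 0.716 over the 9 pairs of different genotype. In 6 of the 10 splits of the libraries, the genotype split included, the difference was at least as large as the observed -0.00373 (exact permutation test, one-sided, p = 0.6, smallest possible p 0.1). The pair means were 0.736 within S7KO and 0.689 within WT. The highest index of all 15 pairs, 0.753, joined S7KO replicate 4 with WT replicate 4, and the next, 0.749, joined S7KO replicate 1 with WT replicate 1. The sign of the difference depended on single libraries, being 0.0130 without WT replicate 1 and 0.0168 without WT replicate 4.

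**Figure D3:**
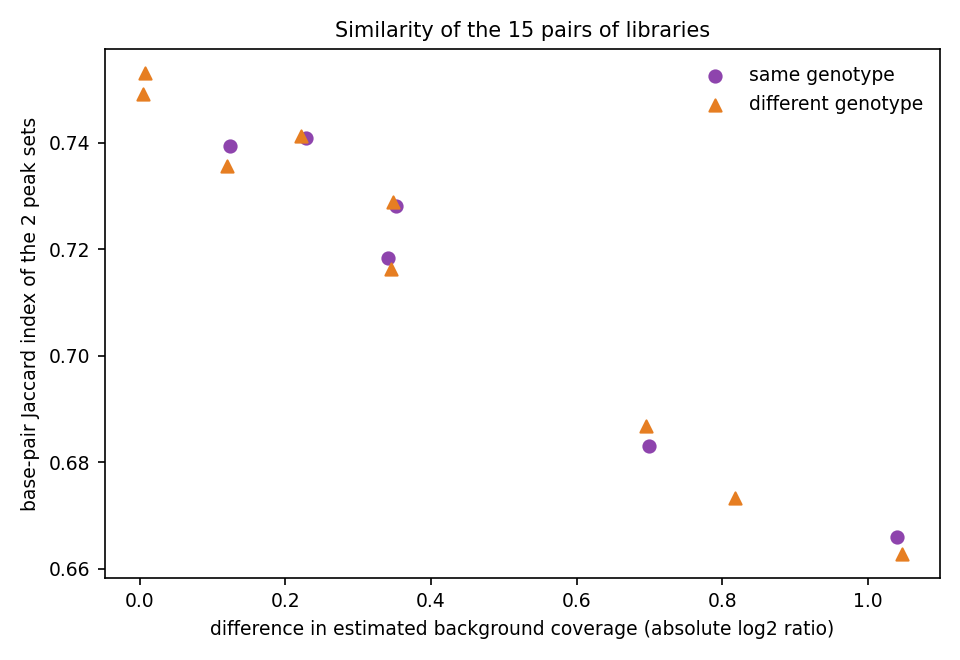
Base-pair Jaccard index of each pair of libraries (y axis) against the absolute log2 ratio of their estimated background coverage (x axis), with pairs of the same genotype as purple circles and pairs of different genotype as orange triangles. Pairs of both kinds follow the same decline, from 0.753 to 0.663.

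Merging gave 158725 regions, of which 90689 (57.1%) were called in all 6 libraries and 10216 (6.44%) in exactly 3. Genotype-specific regions numbered 661 in S7KO and 118 in WT. Among the 20 sets of 3 libraries, the S7KO set ranked 4 and the WT set 16. The largest set, with 2790 regions, joined S7KO replicates 2 and 4 with WT replicate 4, which were the 3 libraries of highest background coverage. The 10 sets that included WT replicate 2 had from 87 to 470 regions. With an equal number of peaks in every library, the counts were 312 in S7KO and 270 in WT, ranking 11 and 14. Without WT replicate 2 the counts were 929 and 796, and without WT replicate 4 they were 2861 and 254. S7KO had more such regions than WT under each alternative taken singly, those that left out each library included. The size of the excess depended on the libraries and the number of peaks compared. When replicates 1 and 4 only was combined with −log10 q of at least 3, the direction reversed, with 294 regions in S7KO and 306 in WT.

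**Figure D4:**
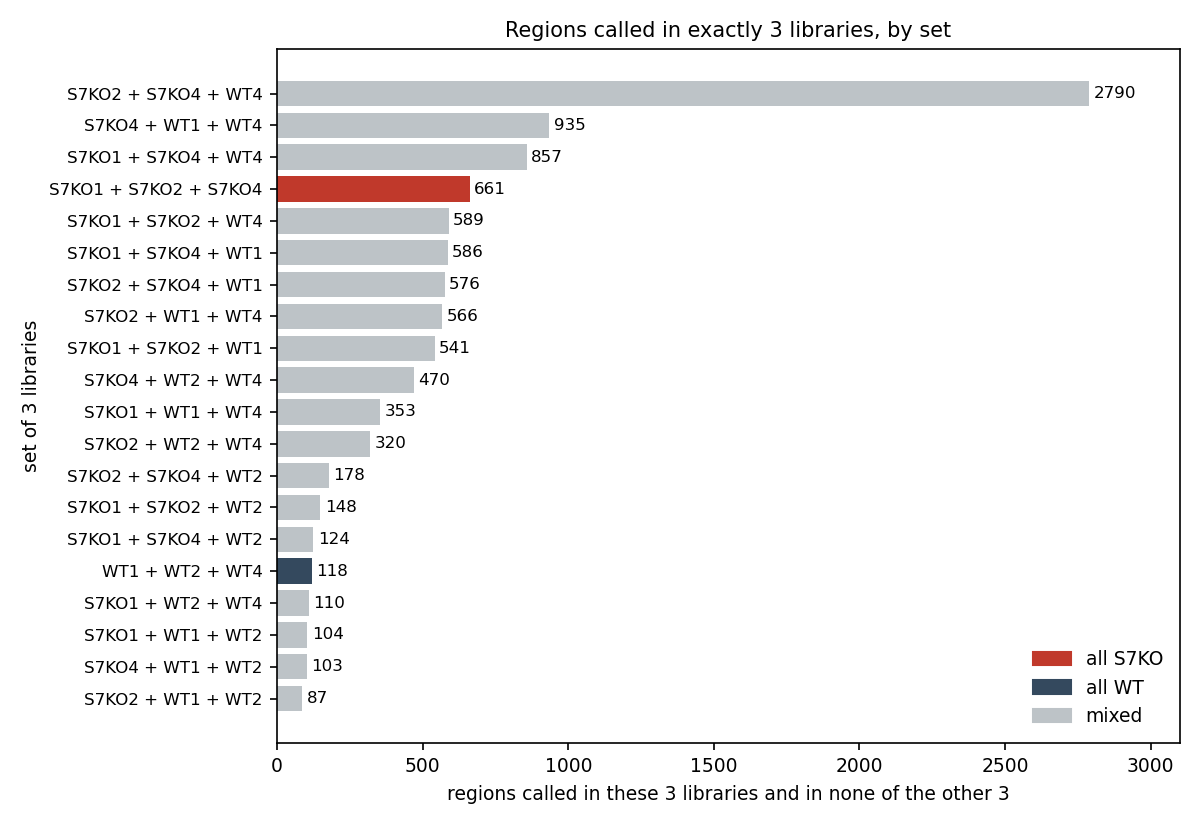
Number of regions called in a set of 3 libraries and in none of the other 3 (x axis) for each of the 20 sets (y axis), with the S7KO set in red, the WT set in dark blue and mixed sets in grey. The S7KO set had 661 regions and the WT set 118, against 2790 in the largest mixed set.

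Genotype-specific regions were narrow and ranked low in their lists. Their median width was 462 bp in S7KO and 434.5 bp in WT, and the median rank of their peaks by −log10 q was 87.5% and 86.9% of the list, where 100% is the weakest. The median width was 429 bp in the other regions called in exactly 3 libraries and 1058 bp in the regions called in all 6. Promoters made up 7.56% of S7KO-specific regions (50 of 661, 95% Wilson interval 5.78 to 9.83%), gene bodies 51.3% and distal intergenic sequence 41.1%. In WT-specific regions promoters made up 3.39% (4 of 118, 1.33 to 8.39%), gene bodies 62.7% and distal intergenic sequence 33.9%. The other regions called in exactly 3 libraries had a promoter share of 5.76% (544 of 9437), and neither set differed from it by this measure. The odds ratio was 1.34 for S7KO (Fisher's exact test, p = 0.0600, adjusted p = 0.120) and 0.574 for WT (Fisher's exact test, p = 0.421, adjusted p = 0.421). With an equal number of peaks in every library both shares moved to the other side of their background, to 5.45% in S7KO and 8.15% in WT. Regions called in all 6 libraries had a promoter share of 21.4%.

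The 5 S7KO-specific regions that ranked best in their worst library were as follows. A region of 120519495 to 120520215 on chromosome 11, 8970 bp from Gcgr and outside genes, ranked within the top 35.1% of all 3 lists. It lay 98.2 kb from Sirt7, on the side of the 3′ end of that gene. A region of 69637596 to 69637896 on chromosome 3, 38636 bp from B3galnt1 and outside genes, ranked within 42.8%. A region of 8143972 to 8144414 on chromosome 4, in the body of Car8, ranked within 43.2%. A region of 14974989 to 14975436 on chromosome 16, 5928 bp from Efcab1 and outside genes, ranked within 43.6%, and a region of 75662484 to 75662834 on chromosome 8, in the body of Iqcm, ranked within 50.6%. The WT-specific regions ranked lower. They were 78340103 to 78340444 on chromosome 15 in the body of Csf2rb, within 63.5%, and 80187489 to 80187774 on chromosome 18 in a promoter at Rbfaos, within 63.6%. They were followed by 54018162 to 54018593 on chromosome 6, which began 132 bp beyond the 3′ end of 4921529L05Rik, within 74.8%. The last were 54897390 to 54898530 on chromosome 14 in the body of Pabpn1, within 75.8%, and 16865929 to 16866216 on chromosome 7 in the body of Prkd2, within 79.5%. None of these regions passes a test by itself, and exons and introns were not separated within gene bodies.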

Values the study reported

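The study reported that accessible regions in both genotypes lay in distal intergenic sequence (37%), introns (30%), promoters (23%) and exons (7%). It reported 417 regions of increased and 249 regions of decreased accessibility in the knockout spermatogonia. Per its figure legend, these regions were defined by a p-value limit that was not corrected for multiple testing. Of the differential regions, it placed 44% in introns, 37% in distal intergenic sequence and 14% in promoters.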

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

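Using replicates 1 and 4 only and asking for −log10 q of at least 3 in the libraries that have a region were chosen after seeing the data, as were either gene end for promoters and all alternatives for the share in gene bodies. The intron share was not computed under any alternative, because exons and introns were not separated. An equal number of peaks fixes the peak number by construction, and autosomes only leaves no X share, so neither gives a value.

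The 9 results with a permutation test per library or pair were computed under 93 alternatives, of which 85 kept the direction of the difference and 8 did not. The 85 include the replicate block of each measure per library, which keeps the difference by construction and so is no evidence of stability. The lowest p among the 93 alternatives was 0.1, the smallest that the design allows, so these p-values say nothing about stability. With an equal number of peaks in every library the difference in the gene body share was -0.0300 percentage points, that in gene promoters with a peak was -8.33 genes, and the promoter share of genotype-specific regions was 5.45% in S7KO and 8.15% in WT, each on the other side of 0 or of its background. The cause was not tested.

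Across the 6 fits that each left out 1 library, the difference between S7KO and WT ranged as follows. Peak number ranged from 751 to 14719 peaks, covered length from 0.699 to 13.5 Mb and median width from -4.67 to 28.8 bp. The promoter share ranged from -1.55 to -0.0333, the gene body share from -0.0175 to 1.08, the distal intergenic share from 0.0508 to 0.833 and the X share from -0.00365 to 0.0873 percentage points. Gene promoters with a peak ranged from 4 to 183.5 genes. Each of these differences was smallest in size without WT replicate 2, where median width, gene body share and X share reversed. Similarity ranged from -0.0173 without S7KO replicate 2 to 0.0168 without WT replicate 4, and it was also above 0 without WT replicate 1. S7KO-specific regions ranged from 929 without WT replicate 2 to 2861 without WT replicate 4, and WT-specific regions from 241 without S7KO replicate 1 to 796 without WT replicate 2. These counts rise by construction when fewer libraries must agree.

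Counts of genotype-specific regions were 312 in S7KO and 270 in WT with an equal number of peaks, the S7KO set then ranking 11. They were 58 and 5 when −log10 q of at least 3 was asked of the libraries that have a region, the S7KO set then ranking 10. In replicates 1 and 4 only they were 1855 and 1580. A stricter threshold for all peaks, autosomes, coverage of 50% of the region and merging across gaps kept both counts within 1.5 times the reported ones. The consensus promoter share was 19.3% in S7KO and 20.8% in WT for regions called in all 3 libraries, 15.3% and 15.5% for regions called in any, and 13.5% and 14.4% within 1 kb of a 5′ end. WT was above S7KO in each.

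The replicate numbers were checked as a pairing. The correlation of deviations from the genotype means over the regions was 0.106 for replicate 1, -0.00239 for replicate 2 and 0.142 for replicate 4. S7KO and WT libraries of different number had correlations from -0.171 to 0.0757. Replicates 1 and 4 thus lay above every such pair, and replicate 2 did not. A link marked by the number stays open for replicates 1 and 4, whose coverage was also matched. The main tests treated the libraries as unpaired. With a replicate block the differences per library were by construction the same, with exact sign-flip p from 0.5 to 1 where 0.25 is the smallest possible. In the replicate block for similarity, which leaves out cross-genotype pairs of the same number, the difference was 0.000692 in place of -0.00373. No other result changed direction under the block. Depth limits the comparison through WT replicate 2, the shallowest library, since a region absent from that library is weak evidence of closed chromatin.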

Other observations

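The tests of peak number, pair similarity and mitochondrial peaks, and the 100 kb window around Sirt7, were chosen only after the result was seen. The comparison with other splits was fixed before the data were examined, but the counts had been seen when its outcomes were written down. The outcomes of the other tests were written down before their values were computed, while the limits by which the matched libraries and the ranks were read were set afterwards.

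The number of genotype-specific regions in S7KO was reached by other groupings of the same libraries. In 4 of the 10 splits of the 6 libraries the larger side had at least 661 regions, and in 6 of the 10 splits the smaller side had at least the 118 regions of WT. With 10 splits the share cannot fall under 0.1, so genotype and chance cannot be told apart by this count. The total of 779 regions in both directions was reached in 6 of the 10 splits. The split with the largest total set S7KO replicates 2 and 4 and WT replicate 4 apart, which follows the estimated background coverage.

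Library depth is a candidate explanation of several differences. Peak number followed the background coverage, with r of 0.984. Similarity of a pair of libraries followed the difference of their log2 background coverage, with Pearson's r of -0.982 and Spearman's rho of -0.936 over 15 pairs (exact permutation of the 6 libraries, two-sided, p = 0.00417 for each). Without WT replicate 2 the r was -0.878 over 10 pairs (exact permutation, p = 0.0667). The 4 pairs whose coverage differed by 0.34 to 0.35 on the log2 scale had indices of 0.728 and 0.718 within a genotype and 0.729 and 0.716 across genotypes. The most similar pairs were those of equal coverage, and they also share a replicate number, so a batch marked by the number stays open for them. The replicate 2 libraries share a number but differ in coverage, and their index was 0.673. An effect of genotype smaller than these differences was not tested and also stays open.

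Most of the 5.60-fold excess of S7KO-specific over WT-specific regions may come from the shallow WT replicate 2. In replicates 1 and 4, whose coverage is matched between genotypes, the counts were 1855 and 1580, a ratio of 1.17. With −log10 q of at least 3 in the libraries that have a region, these counts were 294 and 306, so S7KO had no excess there. Crossing the genotypes in these 4 libraries, with S7KO replicate 1 and WT replicate 4 against WT replicate 1 and S7KO replicate 4, gave 3231 regions in both directions together, against 3435 for the genotype split, a ratio of 1.06. Splitting the same libraries by replicate number, which is also the split by coverage, gave 9360. The single crossed split leaves no measure of spread for the ratio of 1.06, so a small genotype part stays open.

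Calls near the threshold of the peak caller are a second candidate explanation. The peaks of S7KO-specific regions had a median rank of 87.5% in their own lists and those of WT-specific regions 86.9%, where 100% is the weakest peak, and 98.4% and 98.0% of them lay in the lower 50% of the list. Of the 661 S7KO-specific regions, 58 (8.77%) had −log10 q of at least 3 in all 3 libraries, and of the 118 WT-specific regions 5 (4.24%) did. The other regions called in exactly 3 libraries had a median rank of 87.1%, and 18.1% of them passed the same limit.

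The S7KO-specific region with the best rank in its worst library, number 1 of 661, lay 98.2 kb from Sirt7, and a further S7KO-specific region, number 143, lay 5.37 kb from it. The genes nearest to these regions were Gcgr and Pcyt2, in that order. A candidate explanation is that the sequence around the targeted locus differs between the genotypes, through the targeting itself or linked variants. Per the study, both genotypes were on the same genetic background, which bears on linked variants but not on the targeting. Whether variants at the locus differ was not examined here. Within 100 kb of Sirt7 lay 33 of the 158725 regions, 2 of the 661 S7KO-specific regions and 0 of the 9437 other regions called in exactly 3 libraries (Fisher's exact test, p = 0.00428), but the window was set after the positions were seen, which voids the p-value as evidence. In the window of 5 Mb that had been set before, the same 2 S7KO-specific regions stood against 36 others, an odds ratio of 0.793 (Fisher's exact test, p = 1). Within 1000 kb the odds ratio was 2.60 (Fisher's exact test, p = 0.208). With 2 regions, local sequence and a change in accessibility in S7KO cannot be told apart, and reads over the locus were not analysed here. No WT-specific region lay within 5 Mb.

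Mitochondrial peaks appeared in the deposited lists although mitochondrial reads were stated to be removed. Each of the 6 libraries had 3 peaks on the mitochondrial chromosome at nearly the same positions, and in 6 of 6 libraries the strongest peak of the whole list by −log10 p was mitochondrial, with values from 840 to 1550. The fold enrichment of these peaks was 1.77 to 3.34. Mitochondrial fragments left in the input of the peak calling would give this, and the lists do not show at which step they stayed. They were present in both genotypes, so no biological explanation was tested. These peaks were outside all comparisons.

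Promoter peaks at the fixed marker genes were much alike in all libraries. Within 3 kb of the 5′ end, 15 of 15 spermatogonia genes, 9 of 10 Sertoli genes and 9 of 10 housekeeping genes had a peak in all 6 libraries. The same held for 9 of 10 interstitial and peritubular genes, 4 of 8 endothelial and blood genes and 4 of 10 genes of other organs. Within 1 kb the counts were 15, 9, 9, 7, 3 and 2 in that order. A promoter peak marks open chromatin and not expression, so these counts do not measure the share of any cell type.

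Chromosomes were also examined. Over 20 chromosomes and both directions, the smallest adjusted p for a chromosome holding more or fewer genotype-specific regions than the other regions called in exactly 3 libraries was 0.613 (Fisher's exact test).

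The count of S7KO-specific regions here was 661. That is higher than the count of regions with increased accessibility quoted from the study above. The count of WT-specific regions here was 118. That is lower than the count of regions with decreased accessibility quoted from the study above. These directions depended on the processing. With an equal number of peaks in every library the counts were 312 and 270, and both directions were the opposite. With −log10 q of at least 3 in the libraries that have a region they were 58 and 5, both lower than the quoted counts, and in replicates 1 and 4 only they were 1855 and 1580, both higher. The promoter share of the S7KO-specific regions was 7.56% and that of the WT-specific regions 3.39%. Both are lower than the value quoted from the study above for differential regions. The measures differ in kind, since the study tested read counts and the counts here rest on peak calls alone. The counts of the study also depend on its p-value limit, which was not corrected for multiple testing. A higher or lower count here is therefore no test of the counts of the study.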
